# Elevated pulmonary arterial pressure and altered expression of *Ddah1* and *Arg1* in mice lacking cavin-1/PTRF

**DOI:** 10.1002/PHY2.8

**Published:** 2013-06-07

**Authors:** Karl Swärd, Mardjaneh K Sadegh, Michiko Mori, Jonas S Erjefält, Catarina Rippe

**Keywords:** *Bmp4*, caveolin, *Foxc2*, *Lpin1*, nitric oxide, plau

## Abstract

Caveolae are invaginations in the plasma membrane that depend on caveolins and cavins for maturation. Here, we investigated the pulmonary phenotype in mice lacking cavin-1. Bright field and electron-microscopy showed that the cavin-1-deficient mice lacked caveolae in the lung, had an increased lung tissue density, and exhibited hypertrophic remodeling of pulmonary arteries. The right ventricle of the heart moreover had an increased mass and the right ventricular pressure was elevated. A microarray analysis revealed upregulation of *Arg1* and downregulation of *Ddah1*, molecules whose altered expression has previously been associated with pulmonary arterial hypertension. Taken together, this work demonstrates vascular remodeling and increased pulmonary blood pressure in cavin-1 deficient mice and associates this phenotype with altered expression of Arg1 and Ddah1.

## Introduction

Pulmonary arterial hypertension (PAH), a condition associated with high morbidity and mortality, is defined in man as an elevation of pulmonary arterial pressure at rest (>25 mm Hg) (Badesch et al. 2009). Similar to elevation of blood pressure in the systemic circulation (Heagerty et al. 1993), PAH results in remodeling of pulmonary arteries with increased media thickness (Mandegar et al. 2004). PAH can be a consequence of left heart failure and can be induced by hypoxia and certain drugs and toxins, but heritable forms also exist. Heritable forms are due to mutations in genes related to transforming growth factor β signaling, most often *BMPR2*, but occasionally also involving *ACVRL1*, *ENG*, and *SMAD9* (Machado et al. 2009). An important disease mechanism in acquired and idiopathic PAH is downregulation of the enzyme dimethylarginine dimethylaminohydrolase (Ddah, encoded by the genes *Ddah1* and *Ddah2* in mouse) which eliminates dimethylarginines, including asymmetric dimethylarginine (ADMA), from the circulation (Gorenflo et al. 2001; Arrigoni et al. 2003; Millatt et al. 2003; Kielstein et al. 2005). ADMA is an endogenous inhibitor of nitric oxide synthase (NOS) activity, and mice with one disrupted *Ddah1* allele have increased pulmonary arterial blood pressure (Leiper et al. 2007).

Recent work has uncovered mutations in caveolin-1, a protein involved in biogenesis of 50–100 nm large membrane invaginations referred to as caveolae, as an additional, albeit probably rare, cause of heritable PAH (Austin et al. 2012). This adds to work in mice that lack caveolin-1 and have elevated blood pressure in the pulmonary circulation (Maniatis et al. 2008; Wunderlich et al. 2008b; Zhao et al. 2002; Zhao et al. 2009). The mechanistic understanding of PAH in caveolin-1-deficient mice remains incomplete, but one proposed mechanism is tyrosine nitration of protein kinase G (PKG) (Zhao et al. 2009). This renders PKG inactive, presumably promoting pulmonary vasoconstriction, despite increased systemic nitric oxide (NO) levels. Long-term pharmacological or genetic NOS inhibition mitigates PAH in caveolin-1-deficient mice (Wunderlich et al. 2008a; Zhao et al. 2009), possibly because NO is a substrate in the PKG nitration reaction. A cell-permeable caveolin-1 peptide has been demonstrated to antagonize monocrotaline-induced PAH (Jasmin et al. 2006), suggesting pathogenic similarities between heritable and acquired forms of the disease.

Biogenesis of caveolae is a complex process involving proteins from several different families. Recent work has established a role of the protein PTRF/cavin-1 in formation of caveolae (Hill et al. 2008). Cavin-1-deficient mice have been generated and these were reported to have a metabolic phenotype with insulin resistance (Liu et al. 2008) as well as considerable perinatal lethality (Karbalaei et al. 2012). Here, we addressed the functional significance of cavin-1 in the lung by exploiting cavin-1-deficient mice. We demonstrate that these mice have altered lung structure, remodeled lung vessels, increased right ventricular weight, and elevated right ventricular pressure. In addition, a microarray analysis demonstrated altered levels of arginase 1 (Arg1) and Ddah1, enzymes involved in regulating NO production. Taken together, our findings show that ablation of cavin-1 leads to elevated pulmonary arterial pressure, and point to shared disease mechanisms between acquired and heritable forms of PAH.

## Materials and Methods

### Mice

Cavin-1-knockout mice were bred and genotyped as described (Karbalaei et al. 2012). All mice were housed in an animal care facility at Lund University on a 12:12 light:dark cycle and had access to food and water ad libitum. Newborn mice were sacrificed within 12 h of birth for the microarray experiment and the confirmatory RT-qPCR (real-time quantitative polymerase chain reaction), and adult mice (4–5 months) were used in the remainder of the experiments. No significant skew toward heterozygotes and wild types was seen at birth, contrasting with the situation at 4 weeks (Karbalaei et al. 2012). Comparisons were made between knockout (KO, ^−/−^) and wild type (WT, ^+/+^) littermate controls. All experiments were approved by the local (Malmö-Lund) ethics committee.

### Lung tissue preparation and histological analysis

Whole lung lobes (2–3 lobes per animal) were excised from adult and newborn mice and immersed in 4% paraformaldehyde. After dehydration, the tissues were embedded in paraffin and sectioned (4 μm). Masson trichrome-stained sections were analyzed to assess fibrosis. Mayer's hematoxylin and eosin-stained sections were analyzed for tissue density and pulmonary vessel media thickness. Stained sections were digitized with a slide-scanner (20×, ScanScope, Aperio Technologies, Inc., Vista, CA) and morphometric measurements were performed on the generated high-resolution images. The total cross-sectional area of each lobe was measured using the Aperio Positive Pixel Count Algorithm v.9 (Aperio Technologies) and the tissue density was expressed as a percentage of the total tissue area (excluding airspaces) per total lobe area (including airspaces). For each muscularized vessel, the outer perimeter of the media and the inner perimeter of the endothelium were outlined by manual cursor tracing and measured by the Aperio ImageScope software v.10 (Aperio Technologies). The diameters were calculated and used to determine the media thickness, which was defined as the distance (μm) between the outer and inner vessel diameters. Vessels were grouped according to their lumen diameters. Vascular lumen diameter was calculated as the sum of the maximum and minimum distances across the lumen divided by two. All histological analyses were performed in a blinded manner.

### Immunohistochemistry

Human distal lung tissue was obtained in association with lung transplantation for advanced chronic obstructive pulmonary disease (Lund University Hospital, Lund, Sweden). Informed consent and local ethical approval (Malmö-Lund ethical committee) were obtained. Paraffin sections were heated for 20 min at 60°C and antigen retrieved in EnVision™ FLEX Target Retrieval Solution (K8005, Dako, Glostrup, Denmark) in a Dako PT-Link module. Immunohistochemistry was performed with EnVision™ Peroxidase/DAB Detection System kit (K5007, Dako) using an automated immunostainer (DakoCytomation, Glostrup, Denmark). Endogenous peroxidase activity was quenched in 0.3% hydrogen peroxide for 10 min. Sections were incubated with a primary antibody directed against cavin-1 (dilution 1:300, ab48824, Abcam, Cambridge, MA) for 1 h and then with horse radish peroxidase (HRP)-linked secondary antibodies for 30 min. Immunoreactivity was visualized with 3'3-diaminobenzidine (DAB). After staining, sections were dehydrated in a series of ethanol, cleared in xylene, and mounted with Pertex (HistoLab, Gothenburg, Sweden).

### Cavin-1-reporter staining

The targeting vector used to generate cavin-1-knockout mice contained a lacZ/neo cassette (Liu et al. 2008). This allows for analysis of β-gal expression under control of the endogenous cavin-1 promoter. To examine β-gal expression, lungs were retrieved from heterozygous mice. Micro-dissection was performed in physiological buffer (HEPES-buffered Krebs solution) (Karbalaei et al. 2012), and lungs were fixed briefly (10 min) with 4% paraformaldehyde in phosphate-buffered saline (pH 7, room temperature). Staining was performed in a solution containing 150 mmol/L NaCl, 2 mmol/L MgCl_2_, 5 mmol/L potassium ferricyanide, 5 mmol/L potassium ferrocyanide, 40 mmol/L citric acid, 12 mmol/L sodium phosphate (pH 6.0), and 1 mg/mL X-gal (5-bromo-4-chloro-3-indolyl-beta-d-galactopyranoside, Sigma, St. Louis, MO) at 37°C. Tubes were inspected every 15 min for the appearance of indigo stain, and the reaction was stopped when sharp contrasts were apparent (15 min–24 h). Photographs were taken using an Olympus (SZ61) dissection microscope (nongraded 0.67–4.5× optical zoom) fitted with an Infinity 1 digital camera.

### Conventional and scanning electron microscopy

Lungs were rapidly excised and immersed 2.5% glutaraldehyde in 150 mmol/L cacodylate buffer (pH 7.4). After 24 h the tissues were transferred to cacodylate buffer and further postfixed in 1% osmium tetroxide for 2 h, block stained with uranyl acetate, dehydrated and embedded. Sections were cut and examined in a transmission electron microscope. Digital photos were analyzed using ImageJ (National Institutes of Health [NIH], Bethesda, MD). Samples for scanning electron microscopy were washed after fixation and then dehydrated, critical point dried and sputtered with palladium/gold. Samples were examined in a JEOL JSM-350 scanning electron microscope.

### Right ventricular pressure

Mice (6 WT and 6 KO) were anesthetized with 4% isoflurane (Isoflurane Forene; Abbot Scandinavia, Sweden) in room air in a small container and were transferred to a heating pad controlled by a rectal probe to keep temperature at 37±1°C (Temperature Control Unit HB 101/2; Panlab, Spain). After tracheotomy, anesthesia was controlled and maintained at 2% isoflurane by using a mouse ventilator (28025; Ugo Basile, Italy, tidal volume: 0.35 mL, frequency: 98/min). A thoracotomy was performed and a needle coupled to a pressure transducer was advanced into the right ventricle for pressure measurement using a polygraph (Model 7B; Grass Instruments, Quincy, MA).

### RNA isolation

Newborn cavin-1 KO and WT mice were euthanized by decapitation. Lungs were dissected and frozen in liquid nitrogen. Lung tissue from 10 newborn cavin-1 KO and WT mice was homogenized using a Qiagen Tissuelyser followed by RNA extraction with RNeasy Mini Kits (Qiagen, Valencia, CA) according to the manufacturer's protocol. The purity and concentration of the RNA was determined with an ND-1000 spectrophotometer (Nanodrop Technologies Inc. Wilmington, DE) and the integrity was determined using a bioanalyzer (Agilent 2100 Bioanalyzer, Santa Clara, CA).

### Microarray analysis

Mouse whole genome microarray, DirectHyb MouseWG-6 v2.0 (accession no. GLP6887, Illumina Inc., San Diego, CA) were from SCIBLU Genomics (Swegene Centre for Integrative biology, Lund University, Sweden) and used according to the manufacturer's instructions. The Basic Illumina chip and Experimental Quality Analyses were performed using the GenomeStudio software V2011.1.

### Real-time PCR

To confirm the microarray data we used the QuantiTect primer assays and QuantiFast SYBR Green RT-PCR kit (Qiagen) for the following genes: *Ddah1* (QT00149975), *Meox2* (QT00170268), *Shh* (QT00122479), *Wnt5a* (QT00164500), *Arg1*(QT00134288), *Gja4* (QT01062208), *Rab38* (QT00163660), *Traf1* (QT00142366), *Wisp1* (QT00111230), *Cdkn1a* (QT00137053), *Ddit4* (QT00250614), *Igfbp3* (QT00493332), *Nfkbia* (QT00134421), *Sema7a* (QT00173488), *Sesn1*(QT01053458), *Tnfrs11b* (QT00106757), *Bmp4* (QT00111174), *Dgkg* (QT001370398), *Gata5* (QT00132678), *Lims1* (QT00121590), *Meox1* (QT00107597), *Nrarp* (QT00262199), *Plau* (QT00103159), *Ppp1r1b* (QT00130970), *Rem1* (QT00100576), *Rhoe* (QT00128625), *Azgp1* (QT01057182), *Lpin1*(QT00139552), *Calm2* (QT01164772), *Angptl4* (QT00139748), *Fabp5* (QT01743770), *Nuak1*(QT01059303), *Ppp1r3b* (QT00285614), *Foxc2* (QT00252175). The quantitative PCR was performed on an Icycler IQ sequence detection system (Stratagene, M3000P, La Jolla, CA) with the following amplification cycles: 50°C for 10 min (reverse transcription) followed by denaturation at 95°C for 5 min before 40 cycles of: 95°C (10 sec), 60°C (30 sec). Samples were run as duplicates in a volume of 20 μL. Expression levels of the genes were calculated according to the Pfaffl method and glyceraldehyde 3-phosphate dehydrogenase, Gapdh (QT01658692), which was unchanged in the microarray experiment (fold change = 1.04, *P* = 0.8), was used as a reference gene.

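On the arrays, *Gapdh* averaged 12.18 ± 0.39 in the libraries labelled KO and 12.16 ± 0.13 in WT lungs on the log2 scale (SD, n = 6 each). The log2 fold change was 0.03 (SE 0.14, adjusted p = 0.961 from limma), a 1.02-fold difference. It was 0.11 (SE 0.14, adjusted p = 0.798) without the library labelled KO 157. Over 33 other settings the adjusted p of *Gapdh*, or q for SAM, was at least 0.656. The sign of this small difference changed under 5 of 33 other settings.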

### Western blotting

Tissues were frozen in liquid N_2_, pulverized using the Qiagen Tissuelyser (pre cooled to −80°C), and dissolved in sodium dodecyl sulfate (SDS) sample buffer (62.5 mmol/L Tris-HCl pH 6.8, 2% SDS [w/v], 10% [v/v] glycerol, 5% [v/v] mercaptoethanol) containing phosphatase and protease inhibitors (Sigma, St. Louis, MO). Protein concentration was determined using the Bio-Rad DC™protein assay. Using the Turboblot system (Bio-Rad, Hercules, CA), 20 μg protein was separated on a gel (4–15% or any KD, TGX Criterion, Bio-Rad) and transferred to nitrocellulose membrane (0.2–0.45 μm). Membranes were blocked in casein blocking buffer, washed in TBS-T (20 mmol/L Tris-HCl, 0.5 mol/L NaCl, 0.05% [v/v] Tween 20, pH 7.5), and incubated with primary antibodies (Ddah1 [ab82908, Abcam], Arg1 [GTX109242, Genetex, Irvine, CA], cavin-1 [ab48824, Abcam], cavin-2 [ab113876, Abcam], cavin-3 [16250-1-AP ProteinTech Group, Chicago, IL], caveolin-1, caveolin-2, caveolin-3 [610407, 610684, and 610421, BD Transduction laboratories, San Jose, CA]). Secondary antibodies (HRP-conjugated) and West Femto chemiluminescence substrate (Pierce, Rockford, IL) were used for detection in an Odessey Fc instrument (LI-COR Biosciences, Lincon, NE) (Sadegh et al. 2011). All bands were normalized to GAPDH (MAB374, Millipore, Temecula, CA) or HSP90 (610418, BD Transduction laboratories). These reference genes were not affected by ablation of cavin-1 as shown in the microarray experiment and as confirmed by western blotting.

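*Hsp90aa1*, which encodes the inducible cytosolic HSP90, had a log2 fold change of −0.31 between KO and WT lungs (SE 0.14, adjusted p = 0.351 from limma, n = 6 each). Its 3 probes were merged, and its KO lungs averaged 8.17 ± 0.16 and its WT lungs 8.48 ± 0.34 (SD). *Hsp90ab1* was not analysed here. Of 9 reference genes measured, none passed limma's threshold, and none did when adjusted over the list alone. *Hsp90aa1* and *Ywhaz* (−0.27, SE 0.09, adjusted p = 0.177) had an unadjusted p under 0.05, and SAM at q = 0 called none of the 9. When the library labelled KO 157 was left out, none passed over all genes, and 1 higher and 1 lower gene passed when adjusted over the list alone.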

### Statistics

Data are presented as means ± SEM. *P*-values were calculated using Student's *t*-test. *P* < 0.05 was considered statistically significant (*P < 0.05, **P < 0.01, ***P< 0.001). For the Illumina microarray experiment, probe summarization and normalization was performed using Robust Multi Array (RMA) analysis (Irizarry et al. 2003). Replicate genes were merged using median merge method. A SAM (significance analysis of microarrays) analysis was performed using TMEV v4.0 software to identify significantly differentially expressed genes between groups (Tusher et al. 2001). To compare the data obtained from the microarray with that from the RT-PCR a linear correlation analysis was performed using Graph Pad Prism.

## Results

### Cavin-1 expression in lung

Cavin-1 reporter staining was performed using heterozygous mice (Karbalaei et al. 2012). We found that the whole lung, including the parenchyma, was heavily stained after 2 h of substrate exposure (not shown). Shorter exposure (20 min) showed highest expression in the pulmonary arteries (Fig. 1A) as well as in airway smooth muscle (Fig. 1B and C). Immunohistochemistry of human lung tissue showed uninterrupted staining of alveolar septa with apparent membrane localization (brown, Fig. 1D). Cavin-1 was expressed in human lung endothelial and smooth muscle cells (data not shown).

**Figure 1:**
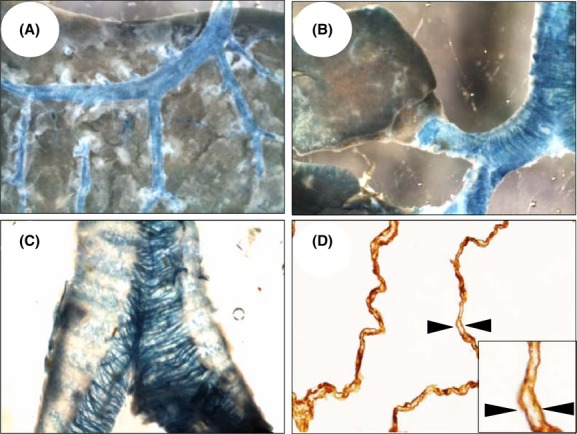
Cavin-1-expression in the lungs in mouse and man. (A–C) Cavin-1 reporter staining (blue/indigo) of lung structures; (A) shows that the pulmonary arteries are more strongly positive for cavin-1 than the surrounding parenchyma; (B) shows the trachea and main bronchi partially freed from lung parenchyma; and (C) shows the posterior wall of the trachea after cutting it open. Intense staining of the smooth muscle layer is apparent. Immunohistochemical staining of human lung (D) shows cavin-1 expression in alveolar septa. Inset in (D) highlights cavin-1 staining (brown) at the membrane (arrowheads).

### Cavin-1-deficient mice have reduced levels of caveolae-associated proteins and lack caveolae in the lung

Using lung lysates from adult mice, we examined the levels of caveolae-proteins by western blotting (Fig. 2A). Cavin-1 was absent as expected (*N* = 8–9) and cavin-3 expression was reduced (*N* = 3). The cavin-2 antibody detected two close bands, the higher of which was reduced (*N* = 9). Caveolin-1 was reduced (*N* = 6) as was caveolin-2 (*N* = 8–9) and caveolin-3 (*N* = 4). Transmission electron microscopy (Fig. 2B, C, E and F) confirmed lack of caveolae in alveolar type 1 cells and in lung endothelial cells (summarized data in Fig. 2D, G, *N* = 3).

**Figure 2:**
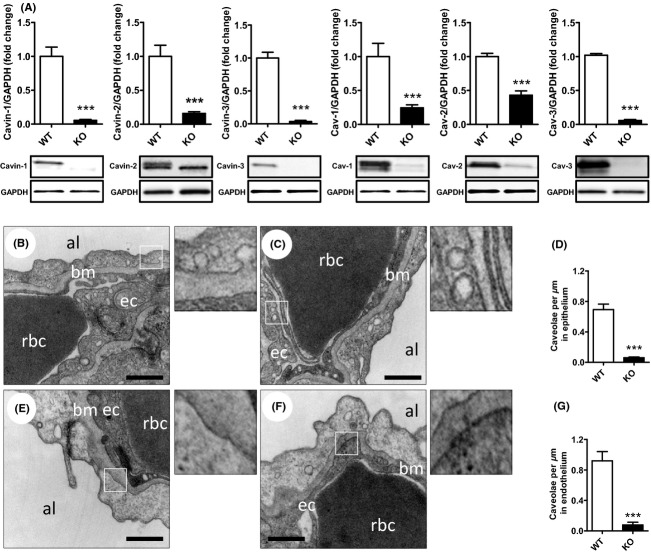
Expression of caveolae-associated proteins and caveolae abundance in cavin-1-deficient lungs. (A) Expression of cavins and caveolins in cavin-1^+/+^ (WT) and cavin-1^−/−^ (KO) mice. Electron micrographs of lungs from WT (B, C) and KO (E, F) mice. Areas within the white rectangles highlight membrane areas in epithelial cells (B, E) and endothelial cells (C, F) and are shown at a higher magnification to the right. Al, alveolar lumen; bm, basal membrane; ec, endothelial cell; rbc, red blood cell. Summarized data on the number of caveolae per μm membrane in alveolar type I cells and endothelial cells are shown in (D, G). Caveolae were counted on 107 electron micrographs (60K) from three WT and three KO mice. The total membrane length examined was 222 and 200 μm, for WT and KO, respectively.

### Lung structure is altered by cavin-1 deficiency in adult mice

We next compared lung structure of adult mice using conventional histology. Focal changes in cellularity (compare Fig. 3A and B), resulting in a modest overall increase in lung tissue density (Fig. 3G, *N* = 11–12), were seen in KO mice. Masson trichrome staining did not support classical fibrosis (Fig. 3C and D). Changes were evident by scanning electron microscopy (Fig. 3E and F, *N* = 3) which also disclosed more granular cell appearances. Further analysis revealed that airway-associated vessels had an increased media thickness in KO mice (Fig. 3H, *n* = 322–323 measured vessels, *N* = 11–12 mice). Grouping of vessels according to diameter showed a significantly increased media thickness in blood vessels smaller than 100 μm (Fig. 3I). In newborn mice, we did not find any structural differences between WT and KO lungs (not shown).

**Figure 3:**
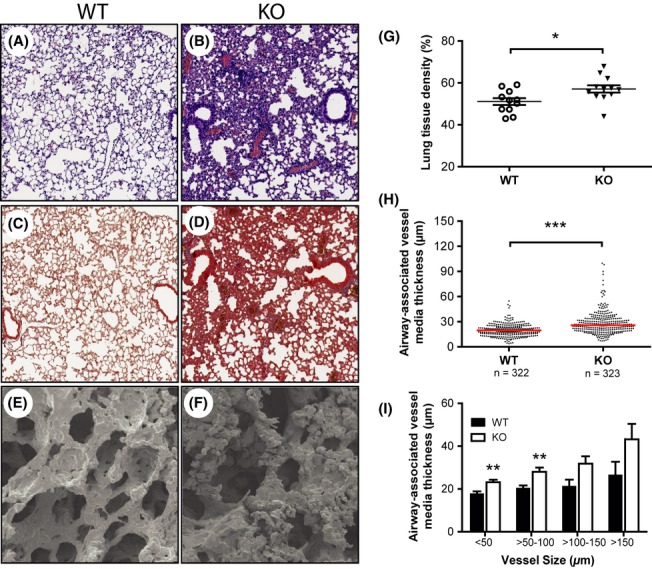
Structural changes in lungs from cavin-1 deficient mice. Hematoxylin–eosin (A, B) and Masson trichrome staining (C, D) of lung sections from wild type (WT) (A, C) and cavin-1^−/−^ (KO) (B, D) mice. The staining shows a greater tissue density in KO mice (B, D, summarized data in G) compared to WT (A, C, G). Scanning electron microscopy (E, WT; F, KO) shows an apparent increase in granularity in KO cells. (H) Media thickness in all lung vessels analyzed. All airway-associated vessels in (H) were grouped according to vessel size and means per diameter group and animal were calculated. This analysis (I) shows an increased media thickness in airway-associated blood vessels in cavin-1-deficient mice (<100 μm).

### Right ventricular pressure is elevated in cavin-1^−/−^ mice

Because hypertrophic arterial remodeling is a hallmark of PAH, we measured the right ventricular systolic pressure (RVSP) in adult mice as an estimate of pulmonary arterial pressure. Compared to littermate controls an increased RVSP was seen in cavin-1-deficient mice (Fig. 4A, *N* = 6). We next dissected the heart and weighed the right and left ventricles. The ratio of right ventricular weight to total weight of the right plus left ventricles was elevated (Fig. 4B, *N* = 19–20).

**Figure 4:**
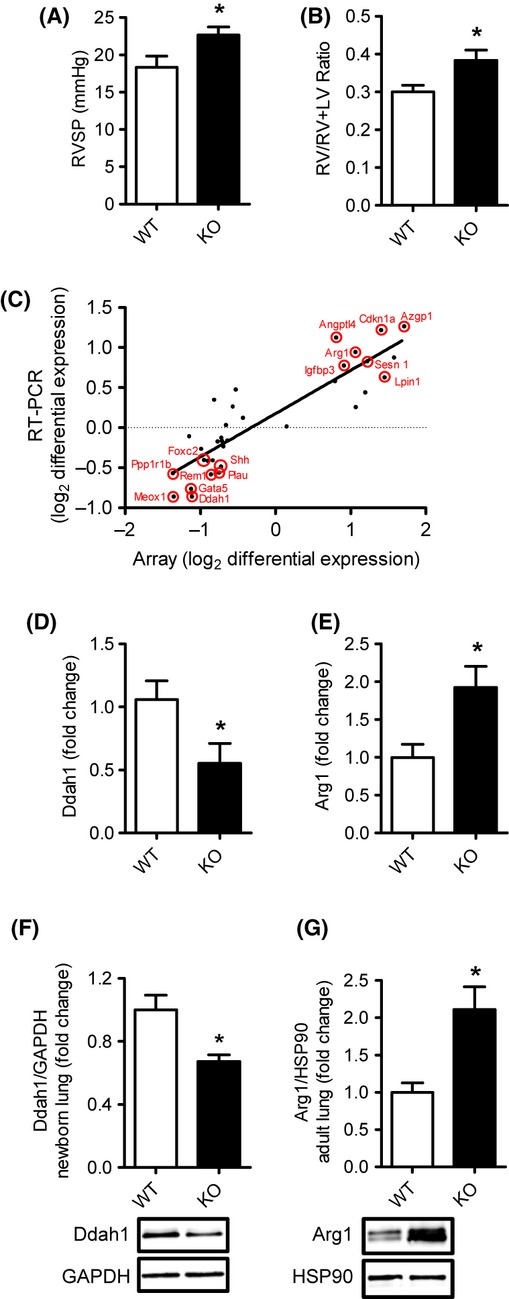
Elevated right ventricular pressure, increased right ventricular weight and altered expression of *Ddah1* and *Arg1* in cavin^−/−^ mice. Systolic right ventricular pressure an right ventricular weight is shown in (A) and (B), respectively. Measurements were made in adult mice. (C) A correlation between gene expression determined in a microarray experiments, done using newborn lungs, and confirmative RT-qPCR for 34 selected genes; 15 genes, indicated by red circles, were confirmed to be differentially expressed in cavin-1^−/−^ lungs by RT-qPCR. Confirmation of *Ddah1* and *Arg1* by RT-qPCR is shown separately in (D) and (E). Summarized data from Western blots for Ddah1 and Arg1 proteins are shown in (F) and (G). Lung lysates were from newborn mice in (F) and from adult mice in (G).

### Differential expression of genes involved in nitric oxide production

To gain further insight into the pulmonary vascular changes, we ran a microarray experiment with lungs from six pairs of mice (GEO accession number GSE43561). 

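Lung RNA from 6 newborn cavin-1 KO mice and 6 newborn WT mice was hybridized to Illumina mouse whole genome arrays, with 1 array per mouse. The *Cavin1* transcript was examined first in every library. In the library labelled KO 157, both *Cavin1* probes (ILMN_1243992 and ILMN_2498471) gave signals at the WT level, 8.47 and 11.66 on the log2 scale. The WT libraries averaged 8.52 ± 0.28 and 11.66 ± 0.08 (SD, n = 6). The other 5 KO libraries averaged 2.09 ± 0.49 and 4.55 ± 0.79 (SD, n = 5), and the first probe was detected in 0 of these 5. The title and the description of this library give different animal numbers. It was kept under its label as the library labelled KO 157, and many of the results, though not all, are also given without it.

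The values were mean bead signals per probe as exported from GenomeStudio, without background subtraction or normalization. They were corrected for background and quantile-normalized as in RMA and converted to log2. Of 45281 probes, 34885 were assigned to 1 gene, 18 to several genes and 10378 to none. Probes of the same gene were merged by their median, which left 19057 genes. KO and WT lungs were compared with limma, and p-values were adjusted by the Benjamini-Hochberg method. Between 45.3% and 49.1% of the probes were detected on each array, and the number of arrays limits the precision. The sample labels give an age of at most 6 h, whereas the methods give at most 12 h. The labels do not name the BeadChip that carried each array, so no term for it was fitted.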

We used newborn animals because we wanted to identify genes that are a cause of PAH rather than those that are a consequence of PAH. Forty-two genes were differentially expressed (*q* = 0) in KO compared to WT lungs. 

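At an adjusted p under 0.05 from limma, 38 of 19057 genes differed between the 6 KO and 6 WT lungs, 18 higher and 20 lower in KO. Besides *Cavin1*, the homeobox genes *Meox1* and *Meox2*, the orphan receptor *Gpr176*, the Notch feedback gene *Nrarp* and *Tnfrsf11b* (osteoprotegerin) were lower. *Meox1* had a log2 fold change of −1.35 (SE 0.19, adjusted p = 0.0203) and *Gpr176* one of −1.35 (SE 0.20, adjusted p = 0.0203). The neuronal splicing factor *Rbfox3* was higher by 1.56 (SE 0.27, adjusted p = 0.0431). The phosphatase gene *Inpp5d* of blood cells was higher by 1.21 (SE 0.19, adjusted p = 0.0245), and the clock gene *Per1* by 0.86 (SE 0.16, adjusted p = 0.0477). Over all 19057 genes, the KO and WT values did not overlap for 282 (1.48%), where chance gives 0.216%, and 31 of these were among the 38. At an unadjusted p under 0.05, 2603 genes differed.

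With the library labelled KO 157 left out, 22 genes passed the threshold, 9 higher and 13 lower, and 21 of them were among the 38. *Meox1*, *Gpr176*, *Rbfox3* and *Inpp5d* were among these, with adjusted p from 0.0320 to 0.0364. *Per1* (adjusted p = 0.0845, range over 33 other settings 0.0248 to 0.159) and *Meox2* (adjusted p = 0.0729, range 0.0303 to 0.161) no longer passed. The number also depended on the processing: 6 genes passed with median scaling (2 higher), 20 with the authors' processed values (8 higher, 12 shared with the 38), 88 and 106 with filters at a detection p under 0.05 and 0.01 (36 and 39 higher), 93 with array weights and 1 with limma without a trend. The authors' values were floored at 16 before the log2, which is above the median of each array. Other single libraries changed the number as well. It was 9 without KO 186, 224 without KO 192, 15 without KO 235 and 12 without KO 237. Leaving out a control gave 24 genes without WT 142, 4 without WT 177 and 4 without WT 188. No gene passed with limma without KO 238, WT 179, WT 182 or WT 187, although 2234 to 2342 genes then had an unadjusted p under 0.05. The calls of the genes named above therefore ended without any 1 of these 4 libraries.

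SAM, the paper's method for arrays, was also run on the same values. It was written in R with unpaired permutations of the labels, whereas the paper used the TMEV software and does not give its settings. A difference in counts therefore does not show that the paper's own run would fail. At q = 0 SAM gave 2 genes here, *Cavin1* and *Gpr176*, both lower in KO. Without the library labelled KO 157 it gave 1 gene, *Cavin1*. On the authors' own background-subtracted and normalized values, floored at 16, it gave 30 genes, 6 of them higher. *Cavin1* (q = 0.0185) was not among them. The floor set most values of each array to 1 constant, so these results are not those of the authors' values as such.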

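Of the 7 caveolin and cavin genes, *Cavin1* alone passed limma's threshold among the 6 KO and 6 WT lungs, with a log2 fold change of −5.65 (SE 0.91, adjusted p = 0.0266). This difference includes the library labelled KO 157, which had a WT level of *Cavin1*. The merged value also takes in a probe (ILMN_1243992) at background in the other 5 KO lungs, so its size is not an exact fold. Without that library, the second probe (ILMN_2498471), detected in 5 of 5 KO lungs, had a log2 fold change of −7.12 (SE 0.25, adjusted p = 6.36e-12 over all probes), and the probe at background was at least 28.5-fold lower in KO. The second probe was itself near background in KO 186 and KO 192 (detection p = 0.0288 and 0.0459), so −7.12 is not an exact fold either. The adjusted p of the merged gene was at most 0.105 over 33 other settings. *Cavin4*, the cavin of muscle, had a log2 fold change of 0.79 (SE 0.27, adjusted p = 0.210; 0.97 without the library labelled KO 157) and was the only other member with an unadjusted p under 0.05. The log2 fold changes of *Cav1*, *Cav2*, *Cavin2* and *Cavin3* lay between −0.25 and 0.11, with adjusted p from 0.441 to 0.712, and the sign of *Cavin2* flipped under 1 of 33 other settings. The merged *Cav2* value takes in a probe at background in all lungs, and its detected probe gave −0.22 (adjusted p = 0.553 over all probes). *Cav3* was detected in 3 KO and 2 WT lungs and did not pass (adjusted p = 0.611).

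Adjusted over the list alone, *Cavin4* also passed, which gave 1 higher and 1 lower gene. The list includes the deleted gene *Cavin1*, whose small p eases the adjustment for *Cavin4*. *Cavin4* moved with the skeletal muscle markers within the genotypes (r = 0.90), and with their mean as a covariate its difference fell from 0.79 to 0.21 (SE 0.17). The call of *Cavin1* ended without any 1 of KO 186, KO 235, KO 237, KO 238, WT 177, WT 179, WT 182, WT 187 or WT 188, with adjusted p from 0.0543 to 0.0802, while the library labelled KO 157 was in the data. It also ended with the authors' processed values, floored at 16 (adjusted p = 0.0808), and with limma without a trend (adjusted p = 0.102). The lacZ/neo cassette of the targeted allele was not analysed here.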

Except for cavin-1, none of the caveolins or cavins were different (*q* = 0). Fifteen genes (of 34 tested) were confirmed by RT-qPCR using 10 WT/KO lung pairs. 

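The arrays measured 32 of the 34 genes tested by RT-qPCR, and *Dgkg* and *Rem1* were not analysed here. At an adjusted p under 0.05 from limma, *Arg1* was higher and *Meox1*, *Meox2*, *Nrarp*, *Rnd3* and *Tnfrsf11b* were lower in the libraries labelled KO. A further 21 genes had an unadjusted p under 0.05. Adjusted over the list alone, 11 genes were higher and 16 lower. The study chose these genes on the same libraries, so the list is not independent evidence. *Tnfrsf11b* had a log2 fold change of −0.83 (SE 0.13, adjusted p = 0.0245), *Nrarp* one of −0.65 (SE 0.10, adjusted p = 0.0260) and *Rnd3* one of −0.78 (SE 0.14, adjusted p = 0.0477). *Cdkn1a* (1.29, SE 0.29, adjusted p = 0.0818), *Sesn1* (1.11, SE 0.26, adjusted p = 0.0836) and *Gata5* (−1.23, SE 0.27, adjusted p = 0.0797) did not pass over all genes, and without the library labelled KO 157 they were at 1.12, 0.95 and −1.16.

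Of the 14 measured genes that Fig. 4C marks, 1 passed in each direction, and 7 higher and 6 lower genes passed when adjusted over the list alone. *Arg1*, *Meox1*, *Nrarp* and *Tnfrsf11b* passed over all genes without the library labelled KO 157. With each probe on its own, a gene took its probe with the smallest p. The count of 6 was then 13, where *Sema7a*, *Traf1*, *Wnt5a*, *Rab38*, *Lims1*, *Bmp4* and *Angptl4* were added. It was 12 with the brightest probe, where the same 7 were added and *Arg1* was lost, 11 and 13 with filters at a detection p under 0.05 and 0.01, 2 with median scaling, 3 with the authors' processed values and 0 with SAM or limma without a trend. It was 2 without KO 186, 16 without KO 192, 3 without KO 235 and 4 without KO 237 or WT 142. It was 1 without WT 177 or WT 188 and 0 without KO 238, WT 179, WT 182 or WT 187. The RT-qPCR values themselves were not analysed here.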

There was a good correlation (*P* < 0.0001) between the microarray results and the RT-qPCR results (Fig. 4C, confirmed genes in red). 

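*Ddah1*, which degrades the NO synthase inhibitor ADMA, was lower in 5 of the 6 libraries labelled KO than in any of the 6 WT libraries. Its log2 fold change was −1.37 (SE 0.32, adjusted p = 0.0836 from limma), which did not pass the threshold over all genes. The arginase gene *Arg1* was higher in KO, with a log2 fold change of 1.14 (SE 0.20, adjusted p = 0.0431). For *Ddah1* the KO lungs averaged 8.40 ± 0.95 and the WT lungs 9.77 ± 0.13 (SD, n = 6 each). In KO 192 the level of *Ddah1* was 9.75, inside the WT range of 9.64 to 9.99, and without this library the adjusted p was 0.0152. For *Arg1* the KO lungs averaged 8.61 ± 0.44 and the WT lungs 7.47 ± 0.38 (SD, n = 6 each).

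**Figure D1:**
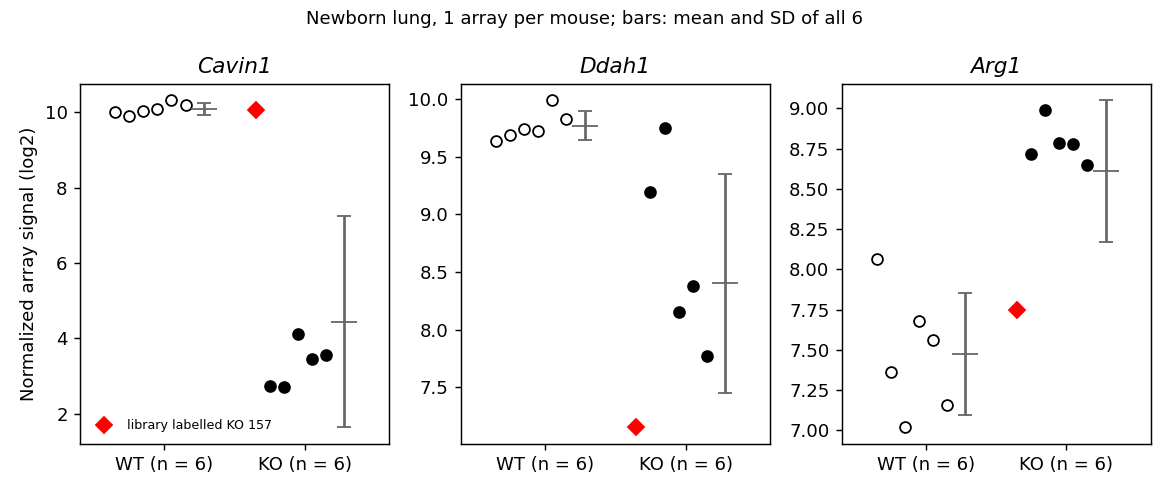
Normalized array signal on the log2 scale in the lungs of 6 WT mice (open circles) and 6 KO mice (filled) for *Cavin1*, *Ddah1* and *Arg1*, with the mean and SD of all 6 at the side. The library labelled KO 157 (red diamond) lies at the WT level for *Cavin1* (10.07), below all others for *Ddah1* (7.15) and within the WT range for *Arg1* (7.74).

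Without the library labelled KO 157, the log2 fold change of *Ddah1* was −1.12 (SE 0.27, adjusted p = 0.125) and that of *Arg1* was 1.31 (SE 0.16, adjusted p = 0.00642). Over all 33 other settings the adjusted p of *Ddah1* ranged from 4.06e-05 to 0.276 and that of *Arg1* from 0.001 to 0.135, and neither changed direction. The call of *Arg1* ended without any 1 of KO 186, KO 235, KO 237, KO 238, WT 177, WT 179, WT 182, WT 187 or WT 188, with adjusted p from 0.0647 to 0.106. It also ended without background correction and with median scaling, the authors' processed values, the brightest probe, the Y-linked covariate, SAM and limma without a trend, among others, and without KO 235, 237 and 238. Of 20 genes of nitric oxide and arginine metabolism, *Arg1* alone passed over all genes. Adjusted over the list alone, *Arg1*, *Gucy1b1* (0.37, SE 0.10) and *Nosip* (0.33, SE 0.11), both 0.34 without the library labelled KO 157, were higher and *Ddah1* was lower. The study picked *Arg1* and *Ddah1* from these libraries, so their calls over the list are not independent evidence. Their small p also eases the adjustment for the other members. *Ddah2* did not pass (−0.06, SE 0.09, adjusted p = 0.836).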

The differentially expressed genes not only included those involved in lipid metabolism but also *Ddah1* (Fig. 4D) and *Arg1* (Fig. 4E).

Downregulation of *Ddah1* was confirmed at the protein level using lysates of newborn lungs (Fig 4F). The Arg1 protein level was not changed at birth (not shown), but when we used adult lung lysates an increased level was found (Fig. 4G). The Ddah1 protein level remained reduced in adult KO mice and was also found to be reduced in adult caveolin-1-deficient lungs (not shown).

## Discussion

This work establishes an impact of cavin-1 on pressure regulation in the pulmonary circulation. Right ventricular systolic pressure was robustly increased compared to WT littermate controls and accompanied by an increased right ventricular mass and remodeling of airway-associated blood vessels. Because PAH is a progressive disease and we used younger animals, one may predict a more full-blown PAH phenotype with aging. Since expression of caveolin-1 was partly maintained, cavin-1-knockout mice may constitute a more adequate model of heritable PAH due to mutations in caveolin-1 than do caveolin-1-knockout mice. This is because the disease-causing mutations cause a partial reduction of caveolin-1 (Austin et al. 2012), contrasting with the situation in caveolin-1-knockout mice where the protein is completely lacking.

In agreement with our current findings, thicker alveolar septa, hypercellularity, and elevated pulmonary pressure have been reported in caveolin-1-deficient mice (Drab et al. 2001; Razani et al. 2001; Zhao et al. 2002; Maniatis et al. 2008). The vascular remodeling of pulmonary vessels documented here is also consistent with increased pulmonary vascular resistance and reduced filling of small arteries in caveolin-1 knockout animals (Maniatis et al. 2008) and with PAH-induced vascular remodeling in humans with mutations in the *CAV1* gene (Austin et al. 2012). The lung phenotype in caveolin-1-deficient mice has occasionally been associated with fibrotic changes (Drab et al. 2001; Maniatis et al. 2008), and several studies have indicated an influence of caveolae and caveolin-1 on transforming growth factor β (TGF-β) superfamily signaling (reviewed by Meyer et al. 2013). Specifically, BMPR2 function was found to depend on the caveolin-1 β isoform (Nohe et al. 2005). This is of major interest given the role of this receptor in heritable forms of PAH. 

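The bone morphogenetic protein receptor gene *Bmpr2* had a log2 fold change of 0.29 between the 6 KO and 6 WT lungs (SE 0.29, adjusted p = 0.716 from limma). This merged value takes in a probe at background in all lungs. The bright probe (ILMN_1217466) gave 0.05 (SE 0.11, adjusted p = 0.879 over all probes). The sign of the *Bmpr2* difference flipped under 1 of 33 other settings. The log2 fold change was −0.24 for *Acvrl1* (SE 0.14, adjusted p = 0.491). *Smad9* was detected in 0 KO and 1 WT lungs and did not pass (adjusted p = 0.739). The TGF-β co-receptor gene *Eng* had a log2 fold change of −0.47 (SE 0.15, adjusted p = 0.180). Leaving out KO 192, whose *Eng* level of 10.38 was above the other KO lungs, gave −0.61 and an adjusted p of 0.0226, and leaving out the library labelled KO 157 gave −0.42 and an adjusted p of 0.287. Over 33 other settings its adjusted p ranged from 0.0226 to 0.539.

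Of 21 receptors and Smads of the superfamily, none passed limma's threshold, either over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 6, and SAM at q = 0 called none. Of 19 genes of the extracellular matrix none passed, 15 were lower and the median log2 fold change was −0.21. As a set, these genes were lower than other genes (camera with a preset correlation, adjusted p = 0.0292 over 55 lists), but not with an estimated correlation (adjusted p = 0.559). The set without the library labelled KO 157 had an adjusted p = 0.0602 with the preset correlation, and its range over other settings was 0.0046 to 0.559. The marker lists of cells that make matrix had medians of both signs, and no test compared these lists. Smooth muscle markers were lower in 10 of 10 (median −0.36, adjusted p = 0.0292, range 0.00839 to 0.559) and fibroblast markers in 8 of 9 (median −0.23, adjusted p = 0.0538, range 0.00998 to 0.455). Neither passed with an estimated correlation (adjusted p = 0.559 and 0.455) or without the library labelled KO 157 (adjusted p = 0.124 and 0.133). Mesothelial markers were higher in 6 of 6 (median 0.42), pericyte markers in 5 of 6 (0.18) and cartilage markers in 7 of 8 (0.13), and these 3 lists did not pass (adjusted p = 0.0785, 0.169 and 0.168).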

We did not detect fibrosis in cavin-1-deficient mice, and our array study did not support altered expression of *Bmpr2*, *Acvrl1* (ALK1), *Smad9*, or *Eng*. 

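The call of *Bmp4* depended on the probe used. The bright probe (ILMN_1215252) had a log2 fold change of −0.54 between the 6 KO and 6 WT lungs (SE 0.10, adjusted p = 0.0373 from limma over all probes). The dim probe (ILMN_1235698) was near background, detected in 3 KO and 3 WT lungs (0.07, SE 0.34, adjusted p = 0.959), and cannot show a fall. Merged by their median, the log2 fold change of *Bmp4* was −0.24 (SE 0.18, adjusted p = 0.613). The bright probe had a log2 fold change of −0.53 (adjusted p = 0.0635) without the library labelled KO 157. The adjusted p of *Bmp4* ranged from 0.0346 to 0.926 over 33 other settings.

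Of 30 ligands of the TGF-β superfamily, none passed limma's threshold with merged probes, either over all genes or adjusted over the list alone. At an unadjusted p under 0.05 there were 8, and SAM at q = 0 called none. With the brightest probe of each gene, each probe on its own or a filter at a detection p under 0.01, *Bmp4* was the 1 ligand that passed. Among the merged genes, *Bmp5* (−0.71, SE 0.23, adjusted p = 0.185) and *Bmp6* (−0.61, SE 0.21, adjusted p = 0.200) had the smallest p.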

*Bmp4* was the only mediator in the TGF-β superfamily that was differentially expressed (down, *P* = 0.001, *q* = 0). This cytokine induces apoptosis in pulmonary artery smooth muscle cells through BMP receptor 2 (Yu et al. 2008), and further work is warranted to verify and understand the role of cavin-1 in this regard.

Two other genes, namely *Arg1* and *Ddah1*, were identified in our array experiment. Altered expression of these genes was confirmed at both mRNA and protein levels. Arg1 is an enzyme that converts l-arginine to ornithine and that has previously been found to increase in PAH (Hsu et al. 2007). l-arginine is a substrate for nitric oxide synthase. When l-arginine levels are limiting, eNOS uncouples to produce superoxide instead of NO (Pernow and Jung 2013). Upregulation of Arg1 may thus reduce l-arginine levels and lead to oxidative stress, which in turn may trigger smooth muscle cell proliferation. Because reactive oxygen and nitrogen species can further stimulate *Arg1* expression, a feed-forward circle of oxidative damage/proliferation may be envisioned. Arg1 may also contribute to pulmonary hypertension by stimulating NO-independent pathways such as the polyamine synthesis pathway. Recent work in caveolin-1 KO mice have reported increased lung expression of *Arg1* also in this strain (Aravamudan et al. 2012). Upregulation of arginase thus appears to be a conserved response to ablation of caveolae that may contribute to development of PAH.

*Ddah1* encodes an enzyme responsible for catabolism of asymmetric dimethyl arginine (ADMA). ADMA is a negative regulator of NOS and with increasing ADMA concentrations NO production decreases. The reciprocal changes in *Arg1* and *Ddah1* are thus expected to limit the increase of NOS activity widely reported for caveolae-deficient animals and cells (Razani et al. 2001; Zhao et al. 2002; Davalos et al. 2010) and reviewed by (Rahman and Sward 2009). This may occur in a temporal and spatial manner such that normalization of systemic blood pressure (Rosengren et al. 2006; Albinsson et al. 2007) occurs at the expense of an elevated pressure in the pulmonary circulation (this study; Murata et al. 2007; Maniatis et al. 2008; Zhao et al. 2002). In keeping with this hypothesis, several studies have demonstrated an inverse association between Ddah1 expression and acquired forms of PAH (Millatt et al. 2003; Kielstein et al. 2005). Indeed, disruption of only one allele of *Ddah1* reduced Ddah1 protein expression and activity by 40–45% and this was sufficient to cause PAH (Leiper et al. 2007). Small pulmonary arteries moreover responded more strongly to Ddah1 inhibition than did systemic arteries (9).

In conclusion, we show that mice lacking cavin-1 have elevated pulmonary arterial blood pressure, remodeled lung arteries, and an increased right ventricular mass. 

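Of 82 genes of lipid metabolism, none passed limma's threshold over all genes between the 6 KO and 6 WT lungs when probes were merged, and *Angptl4* and *Pdk4* passed with each probe on its own or the brightest probe. The 4 smallest p belonged to *Pdk4*, *Lpin1*, *Azgp1* and *Angptl4*, each higher in KO. *Pdk4*, a kinase that spares glucose, had a log2 fold change of 1.41 (SE 0.28, adjusted p = 0.0524). The values were 1.39 for *Azgp1* (SE 0.33, adjusted p = 0.0868), 0.97 for *Angptl4* (SE 0.24, adjusted p = 0.09) and 0.96 for *Lpin1* (SE 0.21, adjusted p = 0.0797). The merged *Azgp1* value takes in a probe detected in 1 of 6 WT lungs, and its other probe gave 1.61 (adjusted p = 0.0670 over all probes). The merged *Lpin1* value takes in 2 probes at background in all lungs, and its 2 detected probes gave 1.45 (adjusted p = 0.0602 over all probes) and 1.23 (0.0677). The bright probe of *Angptl4* (ILMN_2759365) gave 0.84 (SE 0.16, adjusted p = 0.0358 over all probes, 0.0635 without the library labelled KO 157). *Stard4*, a cholesterol carrier, had one of −0.51 (SE 0.12, adjusted p = 0.0905). Adjusted over the list alone, these 4 higher genes and *Stard4* passed. At an unadjusted p under 0.05 there were 18 genes, and SAM at q = 0 called none.

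The paper marks *Azgp1*, *Angptl4* and *Lpin1* in Fig. 4C as also differing by RT-qPCR, which was not analysed here. The study chose them and *Fabp5* for RT-qPCR on these libraries, so their array values are not independent evidence. None passed over all genes without the library labelled KO 157, where *Pdk4* was at 1.33, *Azgp1* at 1.43, *Angptl4* at 0.85, *Lpin1* at 0.87 and *Stard4* at −0.45, and 5 higher and 1 lower gene passed when adjusted over the list alone. *Lpin1* and *Pdk4* passed over all genes without KO 192, and *Pdk4* without WT 142. As sets, the genes of triglyceride storage and lipolysis were higher than other genes (camera with a preset correlation, adjusted p = 0.0292), but not with an estimated correlation (adjusted p = 0.422) or without the library labelled KO 157 (adjusted p = 0.0607). Their range over other settings was 0.00153 to 0.422. The sets of fatty acid synthesis (adjusted p = 0.83), fatty acid oxidation (0.358) and cholesterol synthesis and uptake (0.465) did not pass.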

Our array experiment supports differential expression of at least a handful of genes centrally involved in lipid metabolism that warrant further study. We also demonstrate reciprocal changes in *Arg1* and *Ddah1* expression in the lung. These expression changes are identical to changes in acquired forms of PAH, suggesting a common disease mechanism. Pharmacological and vector-based strategies to treat PAH by targeting Arg1/Ddah1 may thus also find a place in therapy of heritable forms of the disease.

How the deposited data were processed for this re-analysis (not part of the article)

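Gene expression was measured in lungs of 6 newborn cavin-1 KO mice and 6 newborn WT mice on Illumina MouseWG-6 v2.0 arrays, with 1 array per mouse. The intensity values, as deposited by the authors, were mean bead signals per probe exported from GenomeStudio without background subtraction or normalization, with a detection p-value for each. Array medians lay between 97.0 and 121.5 and no signal was below 73.0. A second table of the authors held values on a linear scale, background-subtracted and quantile-normalized, with a median of 11.1 on each array and a minimum of −17.5. It was used only as an alternative, and values under 16 were set to 16 before the log2. This floor lies above the array medians, so most values of each array became this constant.

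The bead signals were corrected for background by the normal-exponential convolution of RMA, quantile-normalized and converted to log2 in R 4.3.3 with limma 3.58.1. No filter on detection was applied, since the methods name none. Of 45281 probes, 34885 were assigned to 1 gene by the probe annotation, 18 were assigned to several genes and left out, and 10378 had no gene. The probes of a gene were merged by their median, which gave 19057 genes. The array signal over background, not sequencing depth, sets what can be seen: between 45.3% and 49.1% of probes per array had a detection p under 0.05. For a gene at background in 1 group, only a bound on the fold or no fold is given. The number of arrays limits the precision.

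KO and WT lungs were compared with limma's linear model with a mean-variance trend, and p-values were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Gene lists were tested with camera in limma, with a preset correlation of 0.01 between genes and with an estimated one, and adjusted over 55 lists. The lists, the tests and most alternatives were set before the data were examined. SAM was written in R and run with 100 unpaired permutations of the labels at q = 0, not in the paper's TMEV software. The methods' t-test was run as an alternative. Lists printed in the text are those of caveolins and cavins, reference genes, RT-qPCR genes, nitric oxide and arginine metabolism, ligands and receptors of the TGF-β superfamily, lipid metabolism, and the sets past the threshold. Those of Notch genes and of endothelial, liver, fibroblast, pericyte, mesothelial and cartilage markers did not pass and were picked for the text after the results were seen. The genes named are those that the paper names, plus the 10 largest rises and the 10 largest falls among genes past the threshold whose KO and WT values did not overlap. Examples from a list are the up to 4 genes with the smallest p.

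The tests were tried on simulated arrays of the same size with changes planted in 67, 67 and 66 genes, all of higher mean signal. The simulated genes varied independently of each other and no simulated library stood apart. The rates below therefore need not hold for dim genes or for the real arrays. Limma found 40.3%, 86.6% and 97.0% of these genes at log2 changes of 0.5, 1 and 2, with 7 false calls among 156, and SAM found 1.49%, 50.7% and 92.4% with 0 false calls among 96.

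The alternatives were other background corrections and normalizations, the authors' processed values, filters on detection, each probe or the brightest probe in place of the merged gene, other tests, array weights, a covariate of Y-linked genes, the KO mice 235, 237 and 238 alone or left out, and each array left out in turn. With each probe on its own, a gene took its probe with the smallest p, or the smallest q in SAM. Those counts therefore rest on the best probe of each gene. For single genes, the ranges of adjusted p over other settings hold SAM's q for the SAM setting. Combinations with the library labelled KO 157 left out were added after the data were seen. *Hsp90ab1*, *Dgkg* and *Rem1*, the RT-qPCR, western blot and adult measurements were not analysed here. The labels do not name the BeadChip of each array, so no term for it was fitted. The plot was drawn with matplotlib 3.10.9 in Python 3.11.15.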

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

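The tests of labels, of 1 intact copy or an equal mixture and of position for the library labelled KO 157, of normalization and of 3 libraries left out for the glucocorticoid-induced genes and of carried-over muscle for the muscle markers were chosen only after their results were seen.

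Among 128 groups of 6 libraries, 1 per named gene and genotype, 11 had a highest or lowest library far from the rest, where chance gives about 1 in 20, or 6.4. The gap is given as a share of the group's range. The library labelled KO 157 was the highest KO library for *Cavin1* (0.808) and the lowest for *Cavin3* (0.644) and *Arg1* (0.726). KO 192 was the highest for *Eng* (0.637). Among controls, WT 187 was the highest for *Cavin4* (0.637) and the lowest for *Ppp1r3b* (0.724), WT 182 the lowest for *Tnfrsf11b* (0.640) and WT 188 the lowest for *Meox1* (0.709). WT 142 was the lowest for *Lpin1* (0.663) and *2410006H16Rik* (0.636), and WT 179 the lowest for *4930513N10Rik* (0.657), a gene at background in all WT libraries.

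*Cavin1* in the library labelled KO 157 lay 0.02 below the WT mean (log2 difference −0.024), while the other 5 KO libraries lay far below all WT libraries. A swap with a WT library of the series would need a WT library without *Cavin1*, but the lowest WT library was 5.77 above the highest of the other KO libraries. A single intact copy or an equal mixture would lower the signal by about 1 on the log2 scale, which the difference of −0.024 argues against. Whether the library came from a WT mouse could not be decided. Over the 50 genes that best part the other libraries, with 0 at the WT mean and 1 at the KO mean, it lay at 0.900, the other KO libraries at 0.163 to 0.685 and the WT libraries at 0.122 to 1.24, so that the positions of the groups overlapped. The top of the WT range was WT 187 alone, the library with the highest muscle markers, and without it the WT libraries lay at 0.122 to 0.356, below the library labelled KO 157. KO 186 (0.268) and KO 192 (0.163) lay within that range, so the position does not part the genotypes even then. In 44 of these 50 genes the library labelled KO 157 lay beyond every WT library on the KO side. A WT library held out in the same way did so in 11 to 28 of 50, and another KO library in 26 to 41. *Ddah1* (7.15, WT 9.64 to 9.99), *Sesn1* (12.05), *Sema7a* (6.67) and *Plau* (4.68) also lay beyond every WT library on the KO side, although the study picked genes such as these with this library among the KO, while *Arg1* (7.74) lay within the WT range. These values run with the label, and in the count no WT library lay as far out (WT 187 at 28 of 50), but by position WT 187 lay further out. The title and the description of this library give different animal numbers. A wrong label, a swap with a mouse outside the series and a KO mouse with *Cavin1* RNA stay open, the last untested.

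In genes that the paper does not name, 31 passed limma's threshold. Of those that the rule names, *Rbfox3*, *Inpp5d*, *Depp1* (0.91, adjusted p = 0.0431), *Per1*, *Rab3a* (0.82, adjusted p = 0.0477), *2410006H16Rik* (0.78, adjusted p = 0.0203), *AI837181* (0.60, adjusted p = 0.0431) and *2810001G20Rik* (0.54, adjusted p = 0.0477) were higher in KO. *4930513N10Rik*, detected in 6 KO and 0 WT libraries, was at least 1.31-fold higher (adjusted p = 0.0431), and *Ptprn*, detected in 5 KO and 0 WT libraries, is given without a fold (adjusted p = 0.0477). *Gpr176*, *Aard* (−0.92, adjusted p = 0.0477), *Fig4* (−0.82, adjusted p = 0.0477) and *Nudcd2* (−0.70, adjusted p = 0.0421) were lower. At background in KO, *P4ha3* was at least 1.14-fold lower (adjusted p = 0.0477) and *H2-M11* at least 1.02-fold lower (adjusted p = 0.0431), while *Abt1* (adjusted p = 0.0477) and *Nipsnap3a* (adjusted p = 0.0477), the latter at background in both groups, are given without a fold. The calls of all these genes ended without any 1 of KO 238, WT 179, WT 182 or WT 187, where limma called 0 genes. Without the library labelled KO 157, *Per1*, *Rab3a*, *2810001G20Rik*, *4930513N10Rik*, *Ptprn*, *Abt1*, *P4ha3* and *Nipsnap3a* also lost their calls, with adjusted p from 0.0602 to 0.0975.

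With a preset correlation, 9 gene lists that the paper does not discuss passed the threshold: those of glucocorticoid-induced, FoxO target and hypoxia-induced genes and of skeletal muscle, neutrophil and macrophage markers were higher in KO, and those of extracellular matrix, cell cycle and smooth muscle were lower. With an estimated correlation 0 of 55 lists passed, and none of the 9 did (adjusted p from 0.422 to 0.591). The hypoxia, macrophage, extracellular matrix, cell cycle and smooth muscle lists each had an adjusted p = 0.0292 and did not pass without the library labelled KO 157 (adjusted p from 0.0602 to 0.137). FoxO target genes (adjusted p = 0.000112, 14 of 16 higher, median 0.47) and neutrophil markers (adjusted p = 0.00756, 8 of 11 higher, median 0.38) passed without it too.

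All 20 glucocorticoid-induced genes, *Per1*, *Pdk4*, *Arrdc2* and *Sesn1* among them, had a higher mean in KO, with a median log2 fold change of 0.84 (camera adjusted p = 9.3e-11 with a preset correlation, adjusted p = 0.422 with an estimated correlation, range over other settings 1.41e-16 to 0.422). Other lists hold 6 of the 20, and the study picked 3 of them (*Ddit4*, *Nfkbia* and *Sesn1*) for RT-qPCR. Over all genes 1 of them passed (*Per1*), and 13 passed adjusted over the list alone, or 6 without the library labelled KO 157. The list mean was 0.77 higher in KO (exact two-sided permutation test, p = 0.0173, adjusted p = 0.130 over 55 lists). Under 5 other corrections the camera adjusted p with the preset correlation was at most 1.26e-09. This argues against the choice of correction as the cause of that call. It cannot decide on normalization as such, since all of them except median scaling were also quantile-normalized. A single library as the whole cause was argued against too: leaving out 1 library left at least 80.6% of the difference, lowest without the library labelled KO 157 (0.62). A few libraries together stay open: leaving out 3 left at least 41.5%, lowest without the library labelled KO 157, KO 186 and WT 142 (0.32), and choosing the 3 that lower it the most brings some fall by itself. Carried-over muscle could not be decided: with the muscle mean as a covariate 114% of the difference was left (0.88, SE 0.34). A response of the KO mice, or stress around birth and time since birth that differed between the genotypes, stays open and was not tested.

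Skeletal muscle markers had a median log2 fold change of 2.34 (camera adjusted p = 0.00416 with a preset correlation, adjusted p = 0.511 with an estimated correlation, range over other settings 3.88e-05 to 0.511, 5 of 5 higher). None of the 5 passed over all genes with limma, 4 had an unadjusted p under 0.05, and adjusted over the list alone 4 passed. WT 187 had the highest mean of all libraries (3.34) and the library labelled KO 157 a low one (−1.91). The other KO libraries lay at 1.22 to 2.50 and the other WT libraries at −2.81 to −0.54, without overlap. Within the genotypes the markers rose and fell together, with a median correlation of 0.988 between a marker and the mean of the others, across 12 libraries. *Acta1* averaged 11.61 in KO and 9.93 in WT and reached 13.83 in WT 187. This is consistent with skeletal muscle carried over at dissection as a candidate source, and the *Cavin4* difference of 0.79 became 0.21 (SE 0.17) with the muscle mean as a covariate. A difference of genotype in muscle within the dissected tissue was not tested.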

How the results depend on the processing

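The combinations that leave out the library labelled KO 157 with another change, and the list tests and SAM without it, were chosen only after the data were seen.

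For single genes, 1344 values under the alternatives other than the added ones kept their direction and side of the threshold, 407 lost the call, 68 gained it and 21 without a call changed sign. *Ppp1r1b* reversed to −1.37 (adjusted p = 0.0451, range 0.0451 to 1) with detection p under 0.01, which left its bright probe alone. The added alternatives gave 191, 50, 4 and 4, with 0 reversed.

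The 38 genes became 33 with neqc (30 shared), 29 with an offset of 50 and 28 without background correction, of which 42.4%, 37.9% and 35.7% were higher, against 47.4% of the 38. They became 6 with median scaling (33.3% higher), 20 with the authors' processed values (12 shared), 88 and 106 with detection p under 0.05 and 0.01 (fewer genes tested, 11599 and 10650), 55 for each probe and 54 for the brightest probe. The median over all genes moved by under 0.1 under each scaling. SAM gave 2, the methods' t-test 2461 unadjusted and 0 adjusted, limma without trend 1 (2399 at an unadjusted p under 0.05), array weights 93, the Y-linked covariate 12. Without KO 235, 237 and 238 there were 36, and with only these 171. Leaving out 1 library gave 0 to 224, lowest without KO 238, WT 179, WT 182 or WT 187 and highest without KO 192. Without the library labelled KO 157 there were 22, and then 19 with the authors' values, 20 with neqc, 34 with detection p under 0.05 and 23 for each probe.

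Caveolins and cavins went from 1 (*Cavin1*) to 0 under the authors' values, the adjusted t-test, limma without trend and without KO 235, 237 and 238, to 2 with the unadjusted t-test, and to 0 to 1 without 1 library. Reference genes went from 0 to 1 (*Ywhaz*) with the unadjusted t-test, and stayed at 0 without any 1 library.

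The RT-qPCR genes went from 6 to 2 with median scaling, 3 with the authors' values, with or without the library labelled KO 157, 11 and 13 with detection p under 0.05 and 0.01, 13 for each probe, 12 for the brightest probe, 25 with the unadjusted t-test, 3 with the Y-linked covariate and 0 with SAM, the adjusted t-test and limma without trend. Leaving out 1 library gave 0 to 16.

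TGF-β ligands went from 0 to 1 (*Bmp4*) with detection p under 0.01, each probe and the brightest probe, to 7 with the unadjusted t-test and to 1 (*Bmp3*) without KO 235, 237 and 238. Receptors went from 0 to 6 with the unadjusted t-test and to 1 (*Eng*) with only KO 235, 237 and 238; without 1 library they gave 0 to 1. Lipid genes went from 0 to 1 (*Pdk4*) with either detection filter or array weights, 2 (*Angptl4*, *Pdk4*) for each probe and the brightest probe, 16 with the unadjusted t-test and 0 to 2 without 1 library.

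Nitric oxide and arginine genes went from 1 (*Arg1*) to 0 without background correction and with median scaling, the authors' values, the brightest probe, SAM, the adjusted t-test, limma without trend, the Y-linked covariate and without KO 235, 237 and 238. They went to 4 with the unadjusted t-test, 2 (*Arg1*, *Ddah1*) with array weights or with only KO 235, 237 and 238, and 0 to 3 without 1 library.

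SAM's 2 genes became 30 with the authors' values, 1 with neqc, 1 without the library labelled KO 157 and 1 with the authors' values without it. The 10 lists past the threshold became 0 with an estimated correlation, 16 with the authors' values, 16 for each probe and 5 without the library labelled KO 157. The cause of these changes was not tested, apart from fewer genes or samples. The signal over background limits genes near the floor, and no BeadChip block was run. No paired analysis was possible because the labels do not say which WT mouse goes with which KO mouse.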

Differences from the paper's values

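The tests behind the values here were set before the data were examined, apart from those without the library labelled KO 157 in combination with another change.

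The paper gives P = 0.001 for *Bmp4*, and limma gave 0.209 for the merged probes. None of the 27 alternatives set before the data were examined came within 1.5 times of the paper's P. The nearest were 0.00246 without background correction, 0.00427 with the authors' processed values and 0.00517 with an offset of 50. Smaller P came from detection p under 0.01 (8.07e-05), each probe on its own (4.7e-05) and the brightest probe (5.18e-05). These 3 settings called *Bmp4*, as the paper does. The paper gives q = 0 for *Bmp4*, and SAM gave 0.457 here. It gave 0.0421 with the authors' processed values, 0.142 with neqc and 0.143 for each probe on its own, so that none reached 0.

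For *Ppp1r1b* the log2 difference was 0.027 here and about −1.4 in Fig. 4C, read by eye. With detection p under 0.01, each probe on its own or the brightest probe it was −1.37, and these 3 of 29 alternatives do not differ, while 26 do. Those 26 use merged values. The merged value is the median of 3 probes, of which only ILMN_2954824 was bright (−1.37, adjusted p = 0.0536 from limma over all probes). The others averaged 4.08 or less in both groups, near background, and cannot show such a fall. For *Lpin1* the log2 difference was 0.96 here and about 1.5 in Fig. 4C, read by eye. It was 1.34 with detection p under 0.05 or 0.01, 1.45 with each probe on its own or the brightest probe, 1.22 without KO 235, 237 and 238 and 1.09 without KO 237, and these 6 of 29 do not differ. The figure was read again after the results were known, and that later reading was used. With the earlier one, about 1.4 for *Lpin1* in Fig. 4C, read by eye, 13 of 29 do not differ, and for *Ppp1r1b* the same 3 do not.

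The paper states a larger number of genes at q = 0 than SAM gave here, which was 2. The paper ran SAM in TMEV with settings it does not give, so the runs are not alike. SAM gave 30 with the authors' processed values, without *Cavin1* (q = 0.0185), the nearest of the alternatives set before the data were examined. Those values were floored at 16 here, above the median of each array. It gave 1 with neqc and 2 for each probe on its own. With the library labelled KO 157 left out, a choice made after seeing the values, it gave 1. Limma, another test than the paper's, gave 38.

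The paper states that *Ddah1* was among the differentially expressed genes, which it called by SAM at q = 0. It also reports lower *Ddah1* by RT-qPCR and lower Ddah1 protein in newborn lungs. On the arrays here, SAM gave *Ddah1* q = 0.0778 (0.0400 with the authors' processed values), and it was lower without passing limma's threshold (−1.37, adjusted p = 0.0836). It passed with array weights (adjusted p = 0.0369), with only KO 235, 237 and 238 (adjusted p = 4.06e-05), without KO 192 (adjusted p = 0.0152) and with the unadjusted t-test, over a range of 4.06e-05 to 0.276. The direction was as in the paper under all 33 alternatives. The paper states that lipid metabolism genes were among those that differed, and it marks *Lpin1*, *Azgp1* and *Angptl4* as differing by RT-qPCR too. On the arrays here 0 of 82 passed limma (18 at an unadjusted p under 0.05), and 16 did with the unadjusted t-test. With each probe on its own, the bright *Angptl4* probe passed (adjusted p = 0.0358, range 0.0358 to 0.234) and the dim one did not (adjusted p = 0.261). *Lpin1* passed without KO 192 (adjusted p = 0.0433, range 0.0433 to 0.337).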

Other observations

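The splits of the libraries were planned, and those without the library labelled KO 157 were added after its *Cavin1* level was seen.

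The 12 libraries were also split into other groups of 6, with 100 of 462 possible splits. For the genes that differ, 3 of 100 splits, the real one included, gave a count of 38 or more. This was under the limit of 5 of 100 set beforehand, which argues against chance. It does not exclude chance, since most of the 462 splits were not drawn. The other splits as large gave 40 and 99 genes. The split with 99 exchanges KO 192 and WT 142 and keeps the other 5 KO libraries together. It called 0 caveolins and cavins, 1 RT-qPCR gene and 0 genes of nitric oxide and arginine metabolism, against 1, 6 and 1 in the real split. Whether its genes differ by genotype was not tested. A count above the real one leaves open a structure of the samples beside the genotype. The median of the other splits was 0. Without the library labelled KO 157, 3 of 100 splits gave 22 or more and the highest other gave 89.

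For caveolins and cavins 2 of 100 splits gave the real count of 1 (highest other 1), for RT-qPCR genes 1 of 100 gave 6 (highest other 1), and for nitric oxide and arginine metabolism 1 of 100 gave 1 (highest other 0). These splits do not decide on chance, since the counts rest on *Cavin1*, the deleted gene, and on genes that the study picked on the same libraries, *Arg1* among them. For reference genes, TGF-β ligands, receptors and lipid genes the real count was 0, which all 100 splits must reach (highest other 0), so the splits say nothing there. Chance cannot be excluded for SAM, where 17 of 100 splits gave 2 or more (highest other 5), for the list tests with a preset correlation, where 11 of 100 gave 10 or more (highest other 14), or for these tests without the library labelled KO 157, where 49 of 100 gave 5 or more (highest other 14).

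Of 15 Notch genes 1 passed over all genes (*Nrarp*), and adjusted over the list alone *Nrarp*, *Heyl* (−0.64), *Hey1* (−0.42) and *Jag1* (−0.36) were lower, as 4 were without the library labelled KO 157. Of 16 endothelial markers 0 passed limma over all genes (8 at an unadjusted p under 0.05), and adjusted over the list alone 4 were higher, *Pecam1* (0.44), *Cldn5* (0.47) and *Tie1* (0.44) among them, and 3 were lower, *Gja4* (−0.43) among them. Liver markers did not pass (camera adjusted p = 0.0704 with a preset correlation and 0.591 with an estimated one). With the preset correlation they passed under 6 of 13 other settings: median scaling, the authors' values, each probe on its own, the Y-linked covariate, only KO 235, 237 and 238, and without the library labelled KO 157 (adjusted p = 0.00171, 0.443 with an estimated correlation; range 0.00171 to 0.591). Single libraries stood apart, with list means of 2.50 in KO 192 and −1.53 in the library labelled KO 157, against −0.29 to 0.82 in the other KO libraries.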
